# Brief communication: Long-term absence of Langerhans cells alters the gene expression profile of keratinocytes and dendritic epidermal T cells

**DOI:** 10.1371/journal.pone.0223397

**Published:** 2020-01-10

**Authors:** Qingtai Su, Aurélie Bouteau, Jacob Cardenas, Balaji Uthra, Yuanyaun Wang, Cynthia Smitherman, Jinghua Gu, Botond Z. Igyártó

## Abstract

Tissue-resident and infiltrating immune cells are continuously exposed to molecules derived from the local cells that often come in form of secreted factors, such as cytokines. These factors are known to impact the immune cells’ biology. However, very little is known about whether the tissue resident immune cells in return also affect the local environment. In this study, with the help of RNA-sequencing, we show for the first time that long-term absence of epidermal resident Langerhans cells led to significant gene expression changes in the local keratinocytes and resident dendritic epidermal T cells. Thus, immune cells might play an active role in maintaining tissue homeostasis, which should be taken in consideration at data interpretation.

## Introduction

The effect of tissue environment on immune cells has been widely studied. Tissue microenvironment through an unknown mechanism is capable of shaping the chromatin landscapes of macrophages, which results in tissue-specific functions of macrophages[1]. Dendritic cell (DC) populations in different tissues display tissue-specific diversity and functions[2], and thus, it is anticipated that the close communication between DCs and the tissue microenvironment might endow them with functional diversity and plasticity. It is well documented that keratinocytes (KCs) for example can regulate immune responses by affecting epidermal resident, antigen presenting Langerhans cells’ (LCs) biology through secretion of cytokines and other factors[3]. LCs are a subset of DCs that are radiation-resistant and reside in the epidermis, where they are tightly attached to the surrounding keratinocytes[4]. LCs participate in promotion of self-tolerance, anti-fungal immunity, skin immunosurveillance, and protective humoral immune responses[5]. In this study, we tested the idea whether long-term absence of an immune cell, LCs from the epithelial environment, affects the constituent KCs and the resident dendritic epidermal T cells (DETCs). Here we show, to our knowledge, first-time evidence that long-term absence of an immune cell can lead to significant changes in the local cells and to an altered tissue microenvironment.

## Materials and methods

### Mice

huLangerin-DTA (LC^-/*-*^) mice have been previously described[6]. All experiments were performed with 8 weeks old littermate-controlled mice. Mice were housed in microisolator cages and fed autoclaved food. The Baylor Institutional Care and Use Committee specifically approved this study.

### Flow cytometry and cell sorting

Single-cell suspensions of flank skin were obtained and stained as previously described[7]. Briefly, mice were sprayed with 70% ethanol and the flank skin area shaved using Personna razor blades. The shaved area was harvested, the subcutaneous fat scraped away using forceps and ~1 cm wide strips were prepared using razor blades. The resulting skin strips were floated on Trypsin-GNK solution for ~1.5 hours in CO_2_ incubators. After the incubation the epidermal sheets were separated from the dermis using forceps and further incubated in DNase solution for 15 minutes in water bath with occasional vortexing. The resulting cell suspensions were then filtered through 40 μm cell strainers, washed and stained for flow cytometer. Cell suspensions were directly labeled with fluorochrome-conjugated antibodies for cell surface markers: MHC-II, CD45, langerin, c-kit and fixable Viability Dye. KCs (live/singlets, MHC-II^-^, CD45^-^, langerin^-^, c-kit^-^) and DETCs (live/singlets, MHC-II^-^, CD45^+^, langerin^-^, c-kit^-^) were sorted on flow cytometer (S1 Fig)[8]. Stringent doublets discrimination and live/dead gating were used to exclude possible contaminants and dead cells, respectively.

### RNA preparation

Total RNA was isolated from cell lysates using the RNeasy Micro Kit (Qiagen) including on-column DNase digestion. Total RNA was analyzed for quantity and quality using the RNA 6000 Pico Kit (Agilent).

### Sequencing library preparation

Poly-A enriched Next-Generation Sequencing (NGS) library construction was performed using the KAPA mRNA Hyper Prep Kit (KAPA Biosystems) using 50ng of input total RNA according to manufacturer’s protocol using 16 amplification cycles. Quality of the individual libraries was assessed using the High Sensitivity DNA Kit (Agilent). Individual libraries were quantitated via qPCR using the KAPA Library Quantification Kit, Universal (KAPA Biosystems) and equimolar pooled. Final pooled libraries were sequenced on an Illumina NextSeq 500 with paired-end 75 base read lengths.

### Bioinformatics analysis

Raw sequencing reads assessed for quality using FastQC software[9]. The adapters were trimmed and low-quality reads (< 20) were filtered using cutadapt[10]. Reads were aligned to the mouse reference genome (GRCm38) using hisat2. Aligned SAM (Sequence Alignment Map) files were converted to BAM (Binary Alignment Map) format using samtools[11] and featureCounts[12] was used to quantify total number of counts for each gene.

### RNA-seq analysis

Transcripts with low expression, i.e., count-per-million (CPM) > 1 in less than two samples, were removed from downstream analysis, leaving 14,964 transcripts. Differential gene expression (DGE) analysis was performed using DESeq2[13] and comparisons were made between LC^-/-^ and WT within DETC and KC cell populations.

### Pathway and gene ontology analysis

Two approaches to pathway and Gene Ontology (GO) analysis were used[14]. The Database for Annotation, Visualization and Integrated Discovery (DAVID)[15] was used for functional annotation of significantly regulated genes based on false discovery rate (FDR) < .05 and fold change (FC) cut-off of 1.5 for each comparison. Additionally, a fast implementation of pre-ranked Gene Set Enrichment Analysis (FGSEA) using the fgsea R package[16,17] was performed on KEGG (Kyoto Encyclopedia of Genes and Genomes) and GO gene sets obtained from the Molecular Signatures Database v6.2 (MSigDB)[18].

### RNA-seq data visualization

Counts were normalized using the median-of-ratios method[19] and log2 transformed for data visualization. Principal component analysis (PCA) and hierarchical clustering were performed using the R. The transcripts of all heatmaps were hierarchically clustered using Euclidean distance and complete linkage function. Heatmaps were plotted using the NMF (Non-negative Matrix Factorization) package[20], while PCA and volcano plots were made using ggplot2[21].

## Results

### Long-term absence of LCs leads to gene expression changes in KCs and DETCs

To determine the possible effect of the absence of LCs on the cells of the epidermis, we took advantage of the huLangerin-DTA (diphtheria toxin subunit A) mice (hereafter LC^-/-^), which lack LCs starting from birth[6]. Thus, for these mice, KCs and DETCs develop, differentiate, and function in the absence of differentiated LCs. Epidermal cells suspensions were generated from a cohort of LC^-/-^ mice, along with littermate wild type (WT) controls (Fig 1A). 

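KC libraries came from 3 WT and 3 LC-/- mice and DETC libraries from 3 WT and 2 LC-/- mice, all 8 weeks old. The WT mice are written W1 to W3 and the LC-/- mice L1 to L3, in the order of their numbers in the sample labels. These numbers were read as the mice. By this reading each of the 5 mice with a DETC library, all but L1, also gave a KC library. Poly-A RNA of the sorted cells was sequenced, and the authors counted reads per gene with featureCounts after alignment to GRCm38. They then divided the counts of each library by a median-of-ratios size factor, and these normalized counts, without a log transformation, are the values analysed here. The table lists 52550 genes, of which 27524 had a value above 0 in any library. Every value was a whole multiple of its library's step to within 0.00081 reads, so the read counts were recovered. Between 13491075 and 19750440 reads per library fell on genes. The median was 14340318 in WT KCs, 14440409 in LC-/- KCs, 16874365 in WT DETCs and 17712399 in LC-/- DETCs. A count of 0 allows up to 3 reads, or a share of 1.52e-05% to 2.22e-05% of a library, which covers counting error alone. Cd207, which encodes langerin and is lost with LCs, checked the labels. Its normalized counts were 6.15, 26.9 and 15.6 in WT KCs (6, 29 and 18 reads) and 0 reads in all 3 LC-/- KC libraries, at least 4.90-fold lower. WT DETC libraries held 21.8, 16.5 and 46.7 counts of Cd207, and LC-/- DETC libraries 0 and 4.42, the latter from 4 reads. The authors' filter, a CPM above 1 in at least 2 libraries, was applied to the recovered reads and left 14419 genes. LC-/- and WT mice were compared within each population by limma with a mean-variance trend, on log2 of the normalized count plus 1, with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 are called higher or lower.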

After staining with specific markers, the KCs and DETCs were sorted using flow cytometer (S1 Fig) and RNA-sequencing performed. Unsupervised PCA of the expression data revealed that KCs and DETCs, which developed in the absence of LCs, clearly clustered away from their WT counterparts (Fig 1B). 

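Principal components were computed over all 52550 genes from the log2 normalized counts. PC1 held 81.0% of the variance and parted KC from DETC libraries. PC2 held 2.92%, and PC3 2.47%. On PC2 the WT KC libraries lay between -40.4 and -18.9 and the LC-/- KC libraries between 17.2 and 30.6. WT DETC libraries lay between -30.0 and -16.2, and the 2 LC-/- DETC libraries at 33.7 and 42.8. By chance, groups of 3 against 3 part without overlap in 10% of splits and groups of 3 against 2 in 20%. With each population alone, genotypes parted on PC1, which held 25.9% of the variance in KCs and 28.4% in DETCs. PC2 then held nearly as much, 20.6% in KCs and 26.2% in DETCs. For the 11 libraries together, scaling genes to unit variance gave 46.7% on PC1 and 9.15% on PC2. Over the 500 genes with the highest variance PC1 held 98.9% and PC2 0.251%, and the DETC genotypes overlapped on both.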

We identified 1220 up- and 537 downregulated genes in KCs, while in DETCs, we identified 880 up- and 214 downregulated genes using a false discovery rate (FDR) <0.05 (Fig 1C). 

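Among the 14419 tested genes, limma called 775 higher and 267 lower in LC-/- KCs, and 452 higher and 62 lower in LC-/- DETCs. Higher genes made up 74.4% of the KC calls and 87.9% of the DETC calls. At an unadjusted p under 0.05, 2116 genes were higher and 1683 lower in KCs, and 1882 higher and 893 lower in DETCs. The counts depended on the test, the normalization and single libraries. DESeq2 on the recovered reads called 1215 higher and 537 lower in KCs and 868 higher and 211 lower in DETCs. Without a mean-variance trend limma called 0 genes in DETCs, where 1554 were higher and 853 lower at an unadjusted p under 0.05. With quantile normalization 419 genes were higher and 214 lower in KCs, and 178 higher and 85 lower in DETCs, so higher genes made up 67.7% of the DETC calls. At an unadjusted p under 0.05 that normalization gave 1382 higher and 1372 lower in DETCs. Without the LC-/- mouse L1, 5 genes were called higher and 0 lower in KCs (1772 and 1315 at an unadjusted p under 0.05), while without the LC-/- mouse L2 the counts were 552 and 169. They were 10 and 5 without W1, 7 and 9 without W2, 200 and 24 without W3, and 10 and 6 without L3. The loss was therefore not particular to L1. In DETCs the calls ranged from 42 higher and 0 lower without the WT mouse W3 (1683 and 520 unadjusted) to 342 and 28 without the WT mouse W1.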

Out of the upregulated genes, 348 (19.9%) were common between KCs and DETCs, while 22 genes (3.02%) were commonly downregulated (Fig 1C). 

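In the same fits, 91 genes were called higher in both populations, or 8.01% of the genes called higher in either, against 24.3 given by chance from the sizes of the lists. Called lower in both were 5 genes, or 1.54%, against 1.15 by chance. These were Cd74, H2-Aa, Ptpn6, Pdia4 and Anp32a, the last 3 of them named only after their values were seen. Across all tested genes, which are not independent replicates, the log2 fold changes of KCs and DETCs had a Pearson correlation of 0.347 and a Spearman correlation of 0.384. DESeq2 gave 345 genes higher and 22 lower in both. Keratinocyte transcripts were also present in the DETC libraries. Over 24 keratinocyte genes, the median ratio of the DETC to the KC value of the same mouse, called the keratinocyte share here, was 15.4%, 15.4% and 18.4% in WT and 25.6% and 16.8% in LC-/- mice. For 17 of the 91 shared higher genes, at least 50% of the mean DETC value was no more than this share of the KC values gave.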

Next, we performed hierarchical clustering of differentially expressed genes with at least 2-fold change and plotted heatmaps to show the distinct patterns of up- and downregulated genes in KCs and DETCs (Fig 1D).

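An adjusted p under 0.05 together with a change of at least 2-fold was reached by 79 genes in KCs, 51 higher and 28 lower, and by 72 genes in DETCs, 51 higher and 21 lower. The count fell to 5 in KCs without the LC-/- mouse L1 and to 29 in DETCs without the WT mouse W3. In KCs it was also 9 without W1, 10 without W2 and 10 without L3, against 36 without W3 and 59 without L2. The rankings that follow cover called genes with a mean of at least 10 and no overlap between genotypes. The largest increase in KCs was that of Anxa3, from 7.33 ± 2.72 (SD, n = 3) in WT to 42.9 ± 11.8 (SD, n = 3) in LC-/- mice. Its log2 fold change was 2.41 (standard error 0.31, adjusted p = 0.0245). Among the next largest were Inhba at 1.83, Plaur at 1.69 and Gm15666 at 1.57. H2-Aa decreased most in KCs, with a log2 fold change of -2.25 (standard error 0.36, adjusted p = 0.0336), ahead of Cd74, 5430421F17Rik at -1.59, Gm19950 at -1.48 and Glul at -1.34. In DETCs, Tslp rose most, followed by Gm18445 at 2.09, Hs3st1 at 1.85, Tssk6 at 1.73 and Trav16. The DETC values of Hs3st1 were 321 and 461 in LC-/- mice, where the keratinocyte share of the KC values gave 420 and 438. Subtracting this share from the DETC values over all tested genes left 0 genes called in DETCs. Trav16, with 0 reads in every KC library, kept its log2 fold change and lost its call too (limma adjusted p = 0.0995). The 0 therefore does not measure how much of the change the share explains. The log2 fold changes were then 1.06 for Gm18445, 2.29 for Hs3st1, 1.74 for Tssk6 and 1.70 for Trav16. Values under the share were set to 0. For Hs3st1 these were L3 and every WT library (119, 80.9 and 124 against a share of 137, 109 and 141). Its 2.29 thus rests on what was left in L2 alone and shows no larger increase. H2-Aa decreased most in DETCs too, with a log2 fold change of -3.03 (standard error 0.38, adjusted p = 0.0138), followed by H2-Eb1, Gm3331, H2-Ab1 at -2.54 and Gm17082 at -1.69. Gm3331 averaged 22.6 in WT DETCs and was at or under 3 reads in both LC-/- libraries. A fit over all 11 libraries did not call Inhba (adjusted p = 0.0746), 5430421F17Rik (0.0578) or Gm19950 (0.0760) in KCs. In DETCs edgeR and quantile normalization did not call Gm3331 or Gm17082, and quantile normalization did not call H2-Ab1. Pseudocount 8 did not call Gm3331 (0.0620). Pseudocount 0.5 (0.0517), a minimum mean of 10 (0.0506) and no filter (0.0830, chosen after seeing the data) did not call Gm17082. Without a trend, 0 genes were called in DETCs (1554 higher and 853 lower at an unadjusted p under 0.05). With 1 KC library left out, H2-Aa was called in none of the 6 fits (0.0639 to 0.115), nor were Inhba, Gm15666, 5430421F17Rik and Glul. Anxa3 and Plaur were called in 2 of these fits and Gm19950 in 1. Without 1 WT DETC library, Gm3331, H2-Ab1, Gm17082 and Tssk6 were called in none of the 3 fits, Gm18445 and H2-Aa in 1 and H2-Eb1 and Tslp in 2. Ranges of the adjusted p over the alternatives were 0.00122 to 0.0746 for Inhba, 0.0103 to 0.0578 for 5430421F17Rik and 0.00208 to 0.0760 for Gm19950. In DETCs they were 0.00670 to 0.180 for Gm3331, 0.0413 to 0.179 for Gm17082 and 0.0162 to 0.189 for H2-Ab1. Here and below, these ranges leave out the subtraction of the keratinocyte share over all tested genes. That subtraction gave H2-Ab1 an adjusted p of 0.240.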

**Fig 1:**
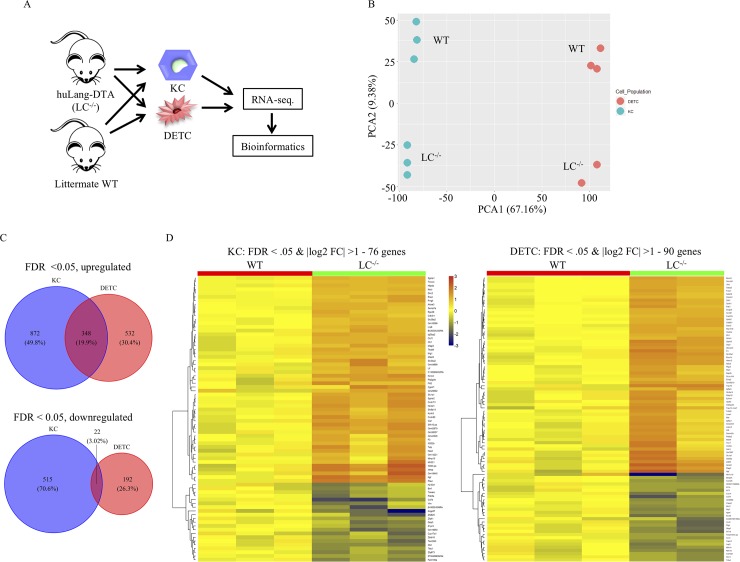
Absence of LCs leads to gene expression changes in KCs and DETCs. (A). Experimental flow. KCs and DETCs were flow sorted from LC-deficient (LC^-/-^) and littermate WT controls and RNA-seq. performed. The resulting data were then subjected to bioinformatic analyses. (B). Principal component analysis of the RNA-seq. data. Each dot represents a separate animal. (C). The overlaps between the genes that were up- (top) or downregulated (bottom) in the absence of LCs in KCs and DETCs are presented in forms of Venn diagrams; FDR<0.05. (D). Heatmap presentation of the genes that showed two-fold changes between LC^-/-^ and WT mice. KCs (left) and DETC (right). FDR<0.05.

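Whether the change in LC-/- mice differed between KCs and DETCs was tested with the interaction of population and genotype over all 11 libraries (limma, Benjamini-Hochberg). The change differed for 115 genes, more upward in DETCs for 89 and more upward in KCs for 26. Of the 115, 43 were called in KCs, 63 in DETCs and 2 in both with opposite directions. With the mouse as a replicate block, 18 genes differed, 17 of them among the 115. Among the genes labelled in Fig 2A, Foxo1 rose in DETCs from 5468 ± 434 (SD, n = 3) in WT to 12040 ± 2015 (SD, n = 2) in LC-/- mice, and its log2 change in KCs was -0.05. The difference was 1.18 (standard error 0.14, adjusted p = 0.00324, and 0.0266 with the replicate block). Tnf decreased in KCs, with a log2 fold change of -0.77, against 0.11 in DETCs (difference 0.88, adjusted p = 0.0492, and 0.0702 with the block). Counted over the fits that left out 1 library, between 50 and 120 genes differed, the fewest without the WT KC library of mouse W2.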

We used color-coded volcano plots to better capture and visualize the common and cell specific changes in gene expression (Fig 2A; for DGEs please see S1 and S2 Files). We observed that in the absence of LCs nerve growth factor (*Ngf*) was the most highly upregulated gene in both KCs and DETCs. NGF is part of the neurotrophin family and is involved in the differentiation and survival of neuronal cells[22], which suggest that LCs might directly or indirectly regulate nerve homeostasis in the epidermis[23].

**Fig 2:**
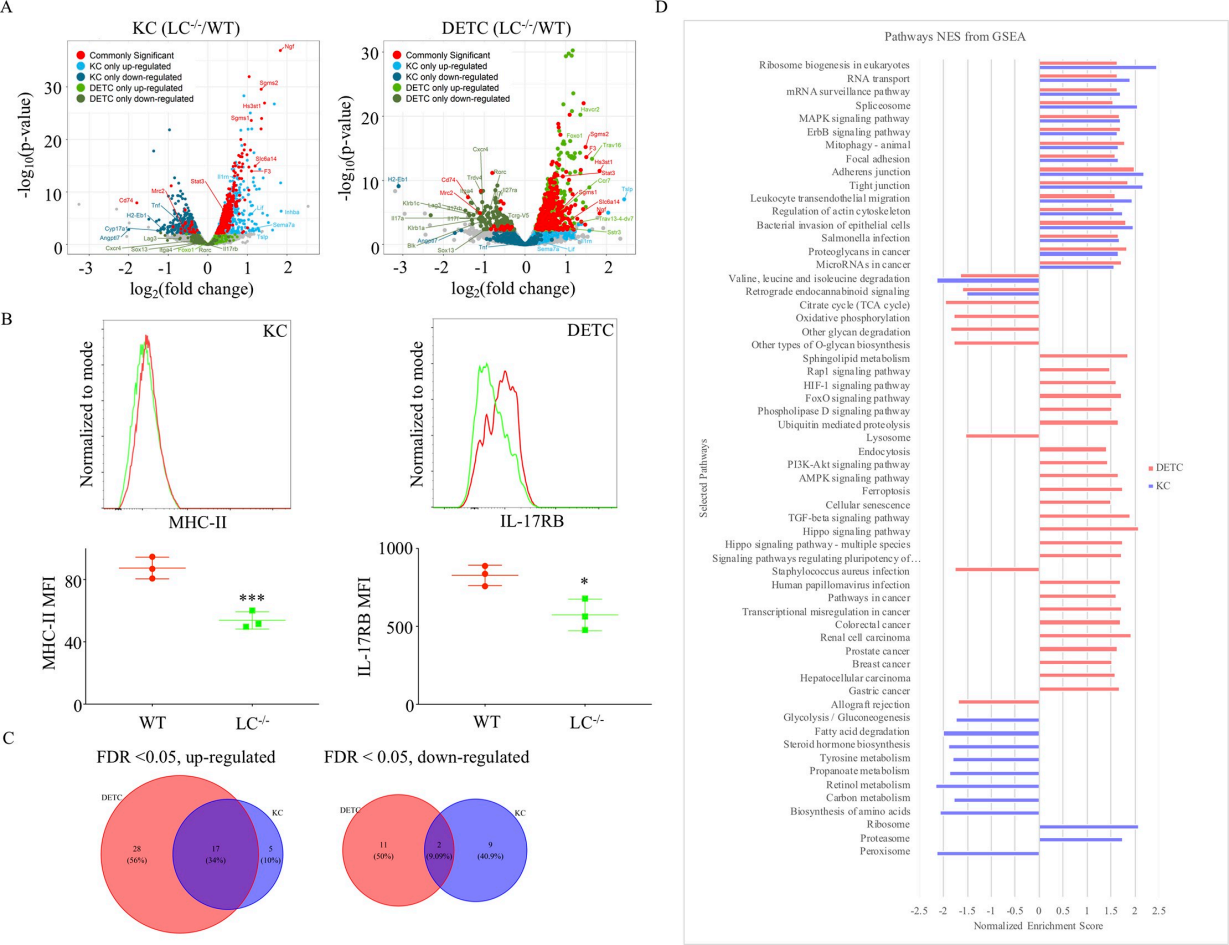
LCs have common and cell specific effects on KCs’ and DETCs’ biology. (A). Common and cell specific gene expression changes are presented in form of color-coded volcano plots. KCs (left) and DETCs (right). (B). Flow cytometry confirmation of the RNA-seq. data on protein levels. Each dot represents a separate mouse. Two tailed Student’s t-test. *p<0.05, ***p<0.001. (C). The overlap between up- or downregulated regulated KEGG pathways in KCs and DETCs from LC^-/-^ mice are presented in forms of Venn diagrams. (D). Selected KEGG pathways altered in KCs and DETCs in the absence of LCs are depicted based on normalized enrichment scores (NES). FDR<0.05.

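Tslp lies on chromosome 18 of GRCm38, from 32815383 to 32819797. In KCs its normalized count was 246 ± 63.6 (SD, n = 3) in WT and 590 ± 195 (SD, n = 3) in LC-/- mice, with every LC-/- library above every WT library. The log2 fold change was 1.24 (standard error 0.34, adjusted p = 0.0950), which limma did not call, while edgeR (adjusted p = 0.00330) and DESeq2 (adjusted p = 0.00799) did. Over the alternatives the adjusted p ranged from 9.41e-04 to 0.107. Tslp was called in DETCs, where its count was 13.1 ± 3.39 (SD, n = 3) in WT and 72.8 ± 12.3 (SD, n = 2) in LC-/- mice and its log2 fold change 2.41 (standard error 0.34, adjusted p = 0.0168). Without the WT mouse W3 the DETC call was lost (adjusted p = 0.0626). All 5 DETC counts of Tslp were under what the keratinocyte share of the KC values gave, which was 26.5 to 52.1 in WT and 94.4 and 111 in LC-/- mice. The difference between the populations did not pass the threshold (interaction log2 1.17, adjusted p = 0.317).

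**Figure D1:**
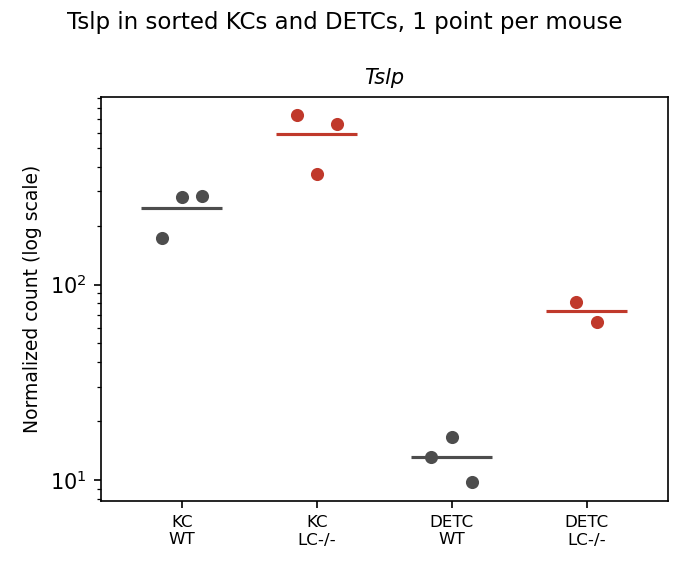
Normalized counts of Tslp in sorted KCs and DETCs of WT and LC-/- mice, on a log axis. Points are single mice and lines are group means; every LC-/- mouse lies above every WT mouse in KCs and in DETCs.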

Out of highly published, skin-relevant molecules, thymic stromal lymphopoietin *(Tslp)* was upregulated in the KCs (trend in DETCs) in the absence of LCs, which confirms the findings recently published by Lee et al.[24]. TSLP is a known regulator of the Th2 responses and it is also needed for mast cell homeostasis[25,26]. Dysregulated TSLP production by KCs, in the absence of LCs, could have contributed to altered IgE levels[27] and increased mast cell numbers observed in the LC^-/-^ mice (FVB background). 

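H2-Eb1 in KCs had a normalized count of 65.9 ± 27.9 (SD, n = 3) in WT and 29.5 ± 10.4 (SD, n = 3) in LC-/- mice. Its log2 fold change of -1.11 (standard error 0.39, adjusted p = 0.149) was not called by limma and was called by edgeR (adjusted p = 0.0320) and DESeq2 (adjusted p = 0.0102), within a range of 0.0102 to 0.181 over the alternatives. In DETCs, which the authors did not name for this gene, H2-Eb1 fell further, from 83.7 ± 27.9 (SD, n = 3) in WT to 9.96 ± 3.11 (SD, n = 2) in LC-/- mice, a log2 fold change of -2.93 (standard error 0.35, adjusted p = 0.0124). The invariant chain gene Cd74 averaged 93.2 ± 16.9 (SD, n = 3) in WT and 26.8 ± 13.4 (SD, n = 3) in LC-/- mice in the KC libraries, a log2 fold change of -1.85 (standard error 0.36, adjusted p = 0.0470). That call did not survive the omission of any of the 6 KC libraries (lowest adjusted p = 0.0669). It was also lost with quantile normalization (0.0632) and without a mean-variance trend (0.0555), within a range of 6.64e-07 to 0.0632 over the alternatives. In DETC libraries Cd74 was 389 ± 56.4 (SD, n = 3) in WT and 150 ± 56.2 (SD, n = 2) in LC-/- mice, a log2 fold change of -1.41 (standard error 0.23, adjusted p = 0.0253), and this call too was lost in each of the 3 fits without 1 WT mouse (lowest adjusted p = 0.0521). Cyp17a1 in KCs was 51.9 ± 20.3 (SD, n = 3) in WT and 22.3 ± 10.9 (SD, n = 3) in LC-/- mice, and the genotypes overlapped. Its log2 fold change was -1.21 (standard error 0.44, adjusted p = 0.163), with a range of 0.0413 to 0.193 over the alternatives.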

The KCs, among others, showed downregulation of the MHC-II pathway genes *H2-Eb1* (Fig 2A and 2B), *Cd74* (invariant chain; also downregulated in DETCs;), and *Cyp17a1*, a member of the P450 cytochrome family involved in carcinogen metabolism[28,29]. 

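Of 12 MHC class II pathway genes listed beforehand, 7 were tested. Their median log2 fold change in LC-/- mice was -0.87 in KCs and -1.41 in DETCs. All 7 were lower in DETCs, 4 of them called, and 4 also when adjusted over the list alone. In KCs 5 were lower, 2 of them called and 3 when adjusted over the list alone. As a set they were lower in DETCs by limma's camera (adjusted p = 4.79e-06) but not by fry (0.143), and in KCs by fry (0.0453) but not by camera (0.0772). Camera was run with a preset correlation among genes and a mean-variance trend, and fry without a trend. Why they differ was not tested. All 7 MHC class II genes are also on a list of 29 Langerhans cell genes. The 17 tested genes of that list had a median log2 fold change of -0.72 in KCs, or -0.50 with genes at the floor set to their bounds, and -0.43 in DETCs. They were lower as a set by camera in both (adjusted p = 2.36e-04 and 4.79e-06) and by fry in KCs alone (0.0256 and 0.159).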

MHC-II and CD74 are highly expressed in LCs, and in light of our recent observation that LCs is involved in bidirectional mRNA exchange with KCs and DETCs[8], it is plausible that the observed decrease of the MHC-II pathway genes in KCs and DETCs might be due to the absence of LCs as a source of these mRNAs rather than changes in transcription.

### Lack of LCs might affect DETCs’ biology and homeostasis

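Il17rb in DETCs was 157 ± 40.2 (SD, n = 3) in WT and 57.8 ± 13.0 (SD, n = 2) in LC-/- mice, a log2 fold change of -1.41 (standard error 0.26, adjusted p = 0.0333). The call was lost in each of the 3 fits that left out 1 WT mouse, where the adjusted p was 0.0575 to 0.105 (range 1.92e-04 to 0.180 over the alternatives). The cytokine gene Il17a went from 408 ± 122 (SD, n = 3) in WT to 202 ± 4.13 (SD, n = 2) in LC-/- mice, a log2 fold change of -0.96 (standard error 0.25, adjusted p = 0.0771), and Il17f had a log2 fold change of -1.03 (standard error 0.29, adjusted p = 0.0979). Both were below every WT library in both LC-/- libraries, were not called by limma, and were called by DESeq2 (adjusted p = 0.00170 and 0.00231, within ranges of 0.00170 to 0.233 and 0.00231 to 0.263 over the alternatives). Without the WT mouse W1 limma called both (adjusted p = 0.0253 and 0.0355). In KCs the log2 fold change of Il17rb was 0.00, but the difference from DETCs did not pass the threshold (interaction adjusted p = 0.0748). Il17a and Il17f are on a list of 23 genes of dermal γ/δ T17 cells, of which 20 were lower in LC-/- DETC libraries, with a median log2 fold change of -0.70. Of these, 6 were called, and 13 when adjusted over the list alone. The list was lower by camera (adjusted p = 1.10e-10) and not by fry (0.0920).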

We discovered that DETCs downregulated the Th17 pathway associated molecules, including *Rorc* transcription factor, *Il17rb* receptor, and *Il17a* and *Il17f* cytokines (Fig 2A and 2B). The IL-17 pathway plays an important role in the DETC’s innate immune function to fight bacterial infections[30]. 

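Trdv4, the variable segment of the DETC receptor's delta chain, had a normalized count of 9817 ± 1882 (SD, n = 3) in WT and 4751 ± 899 (SD, n = 2) in LC-/- mice, a log2 fold change of -1.04 (standard error 0.18, adjusted p = 0.0279). Without the WT mouse W1 or W3 the adjusted p rose to 0.0612 or 0.0918. A fit over all 11 libraries did not call it (0.464, range 7.25e-07 to 0.464 over the alternatives). Tcrg-V5 was 4499 ± 869 (SD, n = 3) in WT and 2965 ± 321 (SD, n = 2) in LC-/- mice, a log2 fold change of -0.59 (standard error 0.16, adjusted p = 0.0910). It was not called by limma and was called by DESeq2 (adjusted p = 0.00623, range 0.00623 to 0.309 over the alternatives). The constant segments Tcrg-C1 and Trdc had log2 fold changes of -0.48 (adjusted p = 0.109) and -0.52 (adjusted p = 0.120) by limma. DESeq2 called both (adjusted p = 0.00995 and 0.00303). Over the alternatives the adjusted p ranged from 0.00995 to 0.461 for Tcrg-C1 and from 0.00303 to 0.512 for Trdc. Over 22 DETC genes, these 4 included, the median was -0.17 (camera adjusted p = 4.67e-04, fry 0.0920). Trav16 rose from 216 ± 55.1 (SD, n = 3) in WT to 693 ± 24.9 (SD, n = 2) in LC-/- mice, a log2 fold change of 1.70 (standard error 0.19, adjusted p = 0.0105), and was called in each of the 3 fits without 1 WT mouse (range 1.49e-11 to 0.179 over the alternatives). Trav13-4-dv7 was 196 ± 91.5 (SD, n = 3) in WT and 461 ± 116 (SD, n = 2) in LC-/- mice, with a log2 fold change of 1.32 (standard error 0.38, adjusted p = 0.105). DESeq2 called it (adjusted p = 0.00900, range 0.00900 to 0.269). Each of these 6 genes parted the genotypes without overlap, as 20% of the splits of 5 libraries into 3 and 2 do by chance.

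**Figure D2:**
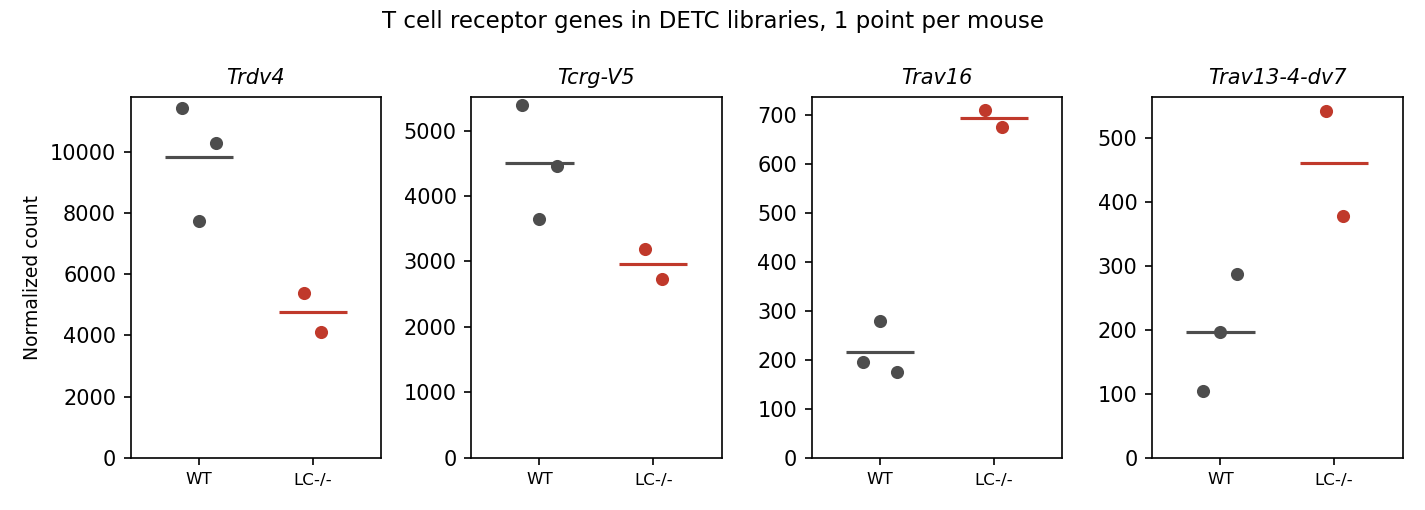
Normalized counts of Trdv4, Tcrg-V5, Trav16 and Trav13-4-dv7 in DETC libraries of 3 WT and 2 LC-/- mice, on linear axes from 0. Points are single mice and lines are group means; LC-/- mice lie below all WT mice for Trdv4 and Tcrg-V5 and above all WT mice for Trav16 and Trav13-4-dv7.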

More interestingly, we observed that DETCs showed lower expression of the γ/δ TCRs (*Trdv4* and *Tcrg-V5*) and upregulation of TCR alpha chains (*Trav16* and *Trav13-4-dv7*). 

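Il7r in DETC libraries was 1731 ± 118 (SD, n = 3) in WT and 1071 ± 149 (SD, n = 2) in LC-/- mice, with a log2 fold change of -0.70 (standard error 0.11, adjusted p = 0.0230) by limma. Its adjusted p was 0.0742 without the WT mouse W2 and 0.0845 without the WT mouse W3. A fit over all 11 libraries did not call it either (0.401, range 3.53e-06 to 0.401 over the alternatives). Blk was 369 ± 74.5 (SD, n = 3) in WT and 190 ± 63.7 (SD, n = 2) in LC-/- mice, a log2 fold change of -0.98 (standard error 0.24, adjusted p = 0.0693), and Sox13 was 109 ± 30.9 (SD, n = 3) in WT and 56.9 ± 0.835 (SD, n = 2) in LC-/- mice, a log2 fold change of -0.88 (standard error 0.26, adjusted p = 0.115). Limma called neither, and DESeq2 called both (adjusted p = 0.00309 for Blk and 0.0432 for Sox13). The adjusted p over the alternatives ranged from 0.00309 to 0.257 for Blk and from 0.0432 to 0.222 for Sox13. All of these genes were lower in both LC-/- DETC libraries than in every WT library. They are also members of the list of dermal γ/δ T17 cell genes.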

Transcription factors and other molecules that regulate the development, differentiation, and homeostasis of DETCs, such as *Sox13*, *Blk*, and *Il7r*[31], were also downregulated. Thus, these data suggest that LCs might directly or indirectly regulate DETCs’ biology and homeostasis, and could contribute to maintain their identity/fitness in the epidermis/periphery in the absence of the thymic environment. Contrary to our findings, a previous report presented data supporting that LCs are not required for DETCs’ homeostasis and function[32]. In this manuscript the authors focused on whether the absence of LCs affects DETC’s density, steady state and activation markers, cytotoxic activity and reaction to skin injury. The manuscript reported no changes in the limited number of markers studied nor defect in DETCs’ cytotoxic activity. 

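A list of 20 genes of DETC activation and cytotoxicity, fixed beforehand, had a median log2 fold change of 0.03 in LC-/- DETCs, with 9 of the 20 genes lower. As a set it did not change by camera (adjusted p = 0.159) or fry (0.796). The median was 0.20 without the LC-/- mouse L2, -0.30 without the LC-/- mouse L3 and -0.15 with quantile normalization, so its direction was not settled. Prf1, which encodes perforin, was the 1 gene called, also when adjusted over the list alone. It decreased from 5908 ± 182.5 (SD, n = 3) in WT to 3768 ± 407 (SD, n = 2) in LC-/- mice, a log2 fold change of -0.65 (standard error 0.10, adjusted p = 0.0189), and the call was lost without the WT mouse W2 or W3 (adjusted p = 0.0761 and 0.0703) and in a fit over all 11 libraries (0.216, range 7.53e-08 to 0.216 over the alternatives).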

Our data confirm their findings on mRNA levels (please see DGE supplementary data). However, they did report a significant increase in the size of activated cell region in the LC deficient mice 48 hours post skin injury. Thus, these data collectively support that LCs can specifically affect certain aspects of DETC’s biology.

### The absence of LCs affected a variety of different cellular pathways in KCs and DETCs

To gain a broader picture about the effect of the absence of LCs on KCs and DETCs, we performed KEGG pathway analysis on the expression data. We present data of significantly altered pathways using FDR < 0.05. 

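Pathways were tested with fgsea on limma's moderated statistics in 2 collections, 18 lists written beforehand from the components of pathways the paper names, and 831 Reactome sets of 10 to 500 tested genes. KEGG sets were not used here. Of the 18 lists, 11 were higher and 4 lower in LC-/- KCs, and 11 higher and 3 lower in LC-/- DETCs (Benjamini-Hochberg). Higher in both were 10 and lower in both 1. Of the Reactome sets, 139 were higher and 11 lower in KCs, and 64 higher and 11 lower in DETCs. Of these, 47 were higher in both, where 10.7 would be shared by chance from the counts alone, and 0 were lower in both. Sets share genes, so the shared count has no independent test. Under fry, 9 lists were higher and 3 lower in KCs, and none passed the threshold in DETCs, where 3 were higher and 1 lower at an unadjusted p under 0.05.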

We observed significant overlap of pathways upregulated by KCs and DETCs, but very minimal overlap of downregulated pathways (Fig 2C). The commonly upregulated pathways included different forms of cell adhesions (focal, adherent and tight)-, ribosome and RNA biogenesis-, autophagy-, bacterial invasion/infection-, MAPK- and ErbB signaling pathways (Fig 2D). 

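The lists higher in both populations were ribosome, ribosome biogenesis, spliceosome, adherens junction, tight junction, focal adhesion, MAPK signaling, ErbB signaling, Hippo signaling and mitophagy. Ribosome had the highest score in KCs (normalized enrichment score 2.47, adjusted p = 1.08e-10) and in DETCs (normalized enrichment score 2.11, adjusted p = 2.39e-07), with none of its 79 genes called in either. Its median log2 fold change was 0.15 in KCs and 0.13 in DETCs. Tight junction had normalized enrichment score 2.05, adjusted p = 2.13e-06 in KCs and normalized enrichment score 1.70, adjusted p = 8.13e-04 in DETCs. Of its 104 genes, 15 were called higher in KCs and 8 in DETCs. MAPK signaling had 28 of 174 genes called higher in KCs and 11 in DETCs (normalized enrichment score 1.75, adjusted p = 2.32e-04 and normalized enrichment score 1.80, adjusted p = 1.49e-05). ErbB signaling had the smaller scores of 1.51 in KCs (adjusted p = 0.0178) and 1.66 in DETCs (adjusted p = 0.00171). Ranking genes by log2 fold change instead left 5 lists higher in both.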

Alterations in adhesion molecules and the ErbB signaling pathway in KCs, in the absence of LCs, were recently reported[24,33]. The downregulated pathways showed considerably less overlap between these two cell types and included some of the amino acid degradation pathways (Fig 2D). 

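Degradation of valine, leucine and isoleucine was the list lower in both populations, with a score of -2.15 in KCs (adjusted p = 1.15e-04) and -1.57 in DETCs (adjusted p = 0.0151). The median log2 fold change of its 41 genes was -0.19 and -0.11, and none of them was called in either population. In DETCs the list did not pass the threshold when genes were ranked by log2 fold change (adjusted p = 0.105) or under fry (0.155).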

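Lists lower in LC-/- KCs and not past the threshold in DETCs were peroxisome (score -1.88, adjusted p = 4.29e-04), fatty acid degradation (-1.85, adjusted p = 0.00295) and retinol metabolism (-1.74, adjusted p = 0.0104). Proteasome was higher in KCs (1.83, adjusted p = 0.00295) and not in DETCs (-0.730, adjusted p = 0.952). Oxidative phosphorylation (-1.85, adjusted p = 2.90e-04) and citrate cycle (-1.93, adjusted p = 0.00215) were lower in DETCs and not in KCs (-1.11, adjusted p = 0.250 and -0.816, adjusted p = 0.754). TGF-beta signaling was higher in DETCs (1.85, adjusted p = 2.76e-04) and missed the threshold in KCs with a score of the same sign (1.43, adjusted p = 0.0510). Hippo signaling was higher in DETCs (1.99, adjusted p = 1.76e-06) and in KCs (1.45, adjusted p = 0.0219). In KCs it did not pass when genes were ranked by log2 fold change (adjusted p = 0.289), by camera (0.0689) or under fry (0.113). In DETCs it passed with that ranking (adjusted p = 1.66e-04) and by camera (2.76e-04), and not under fry (0.155). The difference between populations was not tested for sets, so a list past the threshold in one population alone is not shown to differ between them. From its pathway results the paper proposes effects of LCs that are common to KCs and DETCs and effects specific to each.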

KCs showed distinct dysregulation (mostly downregulation) of various metabolic pathways (sugar, protein, fatty acids, hormones, drug, xenobiotics etc.), while DETCs presented with alterations in TGF-β-, Hippo-, oxidative phosphorylation-, citrate cycle-, lipid metabolism-, Staphylococcus aureus infection- etc. pathways (Fig 2D). Thus, these data suggest that LCs might have common and cell-specific effects on KCs’ and DETCs’ biology.

## Discussion

Here we bring experimental evidence that long-term absence of LCs leads to gene expression changes in KCs and DETCs. The significant changes discovered by pathway analysis also suggest that KCs’ and DETCs’ biology and hemostasis are likely affected. Further studies are indeed needed to confirm the observed changes and their consequences. It will also be important to determine which LC-derived factors play role in the epidermal homeostasis. Our preliminary IPA Upstream Regulator Analysis identified a list of potential regulators, including cytokines, growth factors, membrane proteins and enzymes (please see S3 and S4 Files), known or anticipated to be expressed by LCs.

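The authors' regulator tables for KCs name 197 target molecules, of which 193 are tested genes here. Limma called 89 of them higher and 27 lower in LC-/- KCs. For DETCs the tables name 230 target molecules, 221 of them tested here, and 111 were called higher and 30 lower. DESeq2 on the recovered reads called 94.8% of the tested KC targets and 97.7% of the tested DETC targets. The regulator tables come from the authors' own results on these same libraries. These counts and percentages are therefore no independent support for the regulators. By the authors' tables, 589 regulators were listed for KCs, 30 of them cytokines, 16 growth factors, 73 enzymes and 48 transmembrane receptors. The paper's smallest overlap p-value for KCs is 7.6e-11, for IFNG with 35 targets. For DETCs 351 regulators were listed, 26 of them cytokines, 6 growth factors, 37 enzymes and 18 transmembrane receptors, and the paper's smallest overlap p-value is 2.24e-10, for CHUK. After Benjamini-Hochberg adjustment of the paper's p-values, 191 regulators for KCs and 65 for DETCs were under 0.05. Langerhans cells were not sequenced, so expression of these regulators by LCs was not measured here.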

It will be critical to determine whether acute depletion of LCs would lead to similar changes in the local environment, and if yes, how long the LCs have to be depleted for, before their absence is noticed. These studies probably should be carried out side-by-side using co-housed (or intercrossed) huLangerin-DTR and muLangerin-DTR mice treated or not with DT. Performing the experiments this way, should help to minimalize the possible effect of colony-related microbiome differences, that alone, could lead to gene expression changes in the local cells. Furthermore, these experiments could also help to reconcile the discrepancies reported -especially fueled by a single study[34]- using these two inducible systems[35]. Reconstitution of irradiated LC^-/-^ mice with WT bone marrow or hu/muLangerin-DTR injected with DT and left to recover the depleted LCs, could also test whether the repopulating LCs can substitute for yolk sac/fetal liver-derived LCs[36] and normalize the epidermal homeostasis.

To our knowledge we show for the first time that long-term absence of an immune cell can lead to significant changes in the local cells and to altered tissue environment. The effect of local cells on resident immune cells is very much appreciated by the immunologist, however, our findings support the idea that the resident immune cells are not mere passive receivers, but rather play an active and indispensable role in maintaining tissue homeostasis. It is expected that our findings will not be limited to LCs or LC-derived factors, and that the long-term absence of other DCs, DC molecules or immune cells would lead to specific changes in the local environment. Thus, studies using constitutive immune-cell knockouts, including LC^-/-^ mice, in which the immunological changes and outcomes were directly attributed to the absence of a specific immune cell, might have to be reassessed[5,6,37–39].

## Supporting information

S1 Fig Gating strategy for sorting. (PDF) Click here for additional data file.

S1 File KC_DTA_vs_WT_deseq2_results. (CSV) Click here for additional data file.

S2 File DETC_DTA_vs_WT_deseq2_results. (CSV) Click here for additional data file.

S3 File KC_Upstream_regulators. (XLS) Click here for additional data file.

S4 File DETC_Upstream_regulators. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

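RNA-seq of sorted KCs and DETCs was analysed for 8-week-old huLangerin-DTA (LC-/-) mice and their WT littermates, in 11 libraries from 6 mice by the numbers in their labels. Genotype and population of each library were taken from its label. All libraries came from female mice by their reads: Xist had 13780 to 23339 reads in each, and Y-linked genes had 0 reads apart from 1 read of Kdm5d in the DETC library of mouse W3. The authors trimmed reads with cutadapt, aligned them with hisat2 to GRCm38, counted them per gene with featureCounts and divided the counts of each library by a median-of-ratios size factor. These deposited values are a signal per gene on the scale of counts, and they hold genes with and without detected reads, so no expression filter had been applied to them. The fold changes, p-values and regulator scores that the authors computed were read from the part of their supplementary tables held here. For the fold changes that part covers 1999 of the paper's 14964 genes, 1954 of them tested here, and the rest were not analysed here.

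Read counts were recovered by dividing each value by its library's smallest step, and size factors recomputed from these reads matched the steps to 1.49e-09. Gene positions, lengths and GC content came from GENCODE mouse release 21, which matched 52403 of the 52550 gene identifiers. The 10 genes with most reads took 6.37% to 9.38% of a library. Replicate libraries differed by more than counting error, with a chi-square per degree of freedom of 8.41 to 25.2 between pairs, so the floor of 3 reads describes counting alone.

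Values were analysed as log2 of the normalized count plus 1. The design fixed before the data were examined named all deposited genes. Because the table turned out to be unfiltered, the authors' filter was applied instead, and the fit without a filter was kept as an alternative chosen after seeing the data. Genotypes were compared within each population with limma 3.58.1 (eBayes with trend, Benjamini-Hochberg) in R 4.3.3, and the difference between populations with an interaction term. DESeq2 1.42.0 and edgeR 4.0.16 were run on the recovered reads. Genes named in the text were every gene in the paper's text and labels of Fig 2A, the 5 largest changes per direction and population among called genes with a mean of at least 10 and no overlap, and members of lists where a list is discussed. Some genes that this rule selects are not reported here. Ptpn6, Pdia4, Anp32a, Prf1 and the genes of chromosome windows were named after their values were seen where no list held them.

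The number in the label of a library was read as the mouse, so a KC and a DETC library with the same number were treated as paired. The labels do not state this, and the paper's methods do not say whether both populations came from the same animals. The legend of Fig 1B, which plots both populations, calls each dot a separate animal. If that holds across the populations, it goes against this reading. The keratinocyte share of each DETC library, its subtraction, the splits of the mice and the blocked interaction rest on this reading. Over 12321 genes the deviations of the 2 libraries of a mouse from their group means had correlations of -0.0789 (W1), 0.110 (W2), 0.161 (W3), 0.206 (L2) and 0.172 (L3). The mouse was used as a replicate block in an alternative fit of the interaction.

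Gene sets were tested with fgsea 1.28.0, camera and fry. Marker lists for keratinocytes, basal and suprabasal keratinocytes, hair follicle, sebaceous gland, melanocytes, mast cells, Langerhans cells, the MHC class II pathway, DETCs, DETC activation, dermal γ/δ T17 cells, α/β T cells and immediate early genes were written by hand before the data were examined, as were the 18 pathway lists. The other alternatives were pseudocounts of 0.5 and 8, a minimum mean of 10, size factors within each population, quantile normalization, 1 fit over all 11 libraries, eBayes without trend, and omission of each replicate. Subtraction of the keratinocyte share and principal components over filtered genes were added after the data had been seen.

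On simulated counts for 14419 genes, 200 of them changed, limma recovered 67 in the KC design and 107 in the DETC design, edgeR 150 and 106, and DESeq2 147 and 123. The interaction test recovered 100, but its simulated DETC libraries held counting error alone. Real pairs of DETC replicates had a chi-square per degree of freedom of 8.41 to 23.9, so this recovery does not carry over to the data. Of all calls, 2.91% to 15.2% were false, the lowest of these for the interaction. Flow cytometry was not analysed because no files of it were among the data.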

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

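The tests of keratinocyte RNA below were chosen only after the results they address had been seen.

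The change in LC-/- mice differed between KCs and DETCs for 115 genes by a test of the difference itself (limma, Benjamini-Hochberg; 1634 at an unadjusted p under 0.05). Foxo1, Glul and Tnf, which the paper labels in Fig 2A, were among them. Foxo1 changed more upward in DETCs by a log2 of 1.18, Glul by 1.41 (standard error 0.25, adjusted p = 0.0256) and Tnf by 0.88 (standard error 0.18). For Glul this came from a decrease in KCs, from 1780 ± 469 (SD, n = 3) in WT to 688 ± 72.6 (SD, n = 3) in LC-/- mice, against a log2 change of 0.07 in DETCs. With the mouse as a replicate block, Foxo1 stayed past the threshold while Glul (adjusted p = 0.0663) and Tnf did not. Keratinocyte RNA in the DETC libraries would make the populations more alike. The most that the share could change the DETC value of a gene was compared with the difference itself. It was as large as the difference for 4 of the 115 genes, with a median log2 of 0.09 against a median difference of 0.88. This argues against keratinocyte RNA in the DETC libraries as the origin of the difference for the other genes. A biological difference between the 2 cell types stays open and was not tested otherwise.

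Keratinocyte genes gave a signal in the DETC libraries, which the paper does not discuss. The authors excluded doublets and dead cells by gating when they sorted the cells. The median share of the KC value over the 5 libraries was 16.8%. Krt5 averaged 119690 in WT KCs and 18609 in WT DETCs, and a list of 12 basal keratinocyte genes, 7 of them also in the keratinocyte list, gave shares of 15.2% to 26.2%. The other 5 gave 18.1% to 35.2%. Each share compares a DETC library with the KC library of the same number, read as the same mouse. With the mean of the KC libraries of the genotype in its place, shares were 15.3% to 24.3%. The share was highest in the LC-/- mouse L2, except over the 5 basal genes outside the keratinocyte list. Over these it was highest in the LC-/- mouse L3, at 35.2%, against 30.4% in L2. Free RNA, keratinocytes among the sorted DETCs and transfer of mRNA between cells, which the paper cites, were not tested against each other.

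What this share explains was tested by subtracting it from the DETC values. The first subtraction covered all 14419 genes and left 0 genes called in DETCs (1142 higher and 1300 lower at an unadjusted p under 0.05). Genes without keratinocyte reads, such as Trav16, lost their calls too, so this 0 does not measure what the share explains. Of 361 genes called higher in DETCs alone, 359 kept their sign and 348 an unadjusted p under 0.05. Of 91 genes higher in both populations, 80 and 74 did. The restriction to 12148 genes with more than 50% of the DETC value left was chosen after seeing the 0. It left 376 higher and 105 lower (1128 and 1281 at an unadjusted p under 0.05). That restriction removes the genes that the share could explain most, so its calls decide nothing about them. The part of the change in DETCs that the share gives was therefore computed with no gene removed. Its median was 21.8% over the 91 genes higher in both populations, and 13.4% to 40.0% with other estimates of the share or 1 library left out. Over the 361 genes higher in DETCs and not called higher in KCs it was 5.19% (2.33% to 11.3%). This argues against keratinocyte RNA as the whole origin of either group. The share gave more than 50% of the change for 24 of the 91 genes (20 to 37) and 19 of the 361 (14 to 41), and for these it stays open. For Tslp, 5 of the 5 DETC values were at or under what the share gives, and also with the KC mean of the genotype. That keratinocyte RNA in the DETC libraries raised Tslp is therefore a candidate explanation of its increase in DETCs, and an increase within DETCs was not shown.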

How the results depend on the processing

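The subtractions of the keratinocyte share, the fits without an expression filter and the principal components over filtered genes were chosen after seeing the data. Unless the setting itself shows it, the cause was not tested.

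Pseudocount 0.5 and size factors recomputed within each population kept every count of genes within 1.5 times its value, and the first gave a correlation between KCs and DETCs of 0.317. With pseudocount 8 the correlation was 0.423, 46 KC genes changed at least 2-fold, PC1 held 92.2% and PC2 1.89%. PC1 and PC2 held 98.9% and 0.251% over the 500 genes with the highest variance, 46.7% and 9.15% with genes scaled to unit variance, 93.5% and 1.53% over genes past the filter, and 68.2% and 9.35% over these genes scaled.

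DESeq2 gave 1215 genes higher and 537 lower in KCs, 868 and 211 in DETCs, 345 and 22 in both, 312 genes whose change differed and a correlation of 0.273. With edgeR, 1192 were higher and 591 lower in KCs, 122 by at least 2-fold, 158 and 10 in both, with a correlation of 0.246. Without a trend, 508 genes were higher in KCs, 0 higher, 0 lower and 0 by 2-fold in DETCs, 0 higher and 0 lower in both (582 and 224 at an unadjusted p under 0.05 in both), and 22 differed. A minimum mean of 10, which tests fewer genes, gave 1165 higher and 575 lower in KCs, 155 and 10 in both and a correlation of 0.473. In 1 fit over all 11 libraries, 834 genes were higher and 125 lower in DETCs, 121 changed at least 2-fold in DETCs and 121 in KCs, and 272 and 26 were shared. Quantile normalization gave 419 higher in KCs and 178 in DETCs, 46 by 2-fold in DETCs, 24 higher in both and a correlation of 0.313. With no expression filter, 536 genes were lower in KCs, 137 changed at least 2-fold there, 158 and 12 were shared, and the correlation was 0.165.

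With the mouse as a replicate block, 18 genes differed in change between populations. The block was run for the interaction alone.

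Subtracting the keratinocyte share over genes with more than 50% of the value left gave 105 lower in DETCs, 52 higher in both, 378 genes that differed and a correlation of 0.151. Over all tested genes it gave 0 higher, 0 lower and 0 by 2-fold in DETCs, 0 and 0 in both (356 and 254 at an unadjusted p under 0.05 in both), 364 that differed and a correlation of 0.0593. There the log2 fold change of Tslp in DETCs lost its direction, at 0.00, because all 5 values were under the share and were set to 0.

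By fry, 0 pathway lists were higher and 0 lower in DETCs (3 and 1 unadjusted), so 0 and 0 in both, and Reactome sets numbered 60 higher and 3 lower in KCs, 0 higher and 1 lower in DETCs (87 and 31 unadjusted) and 0 higher in both. Camera called 34 Reactome sets higher in DETCs and 27 in both. Ranking by log2 fold change gave 6 lists higher in KCs, 5 higher in both, 1 lower in DETCs and 0 lower in both.

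Across the fits that each left out 1 replicate, genes higher in KCs numbered from 5 to 552, lower from 0 to 169 and changed 2-fold from 5 to 59. In DETCs the ranges were 42 to 342, 0 to 28 and 29 to 51. Shared genes ranged from 0 to 88 higher and 0 to 4 lower (665 and 197 unadjusted without the KC LC-/- replicate L1), genes that differed from 50 to 120, the correlation from 0.258 to 0.343, PC1 from 80.7% to 81.5% and PC2 from 3.00% to 3.27%. Pathway lists ranged from 8 to 11 higher and 3 to 5 lower in KCs, 10 to 11 and 3 to 3 in DETCs, and 7 to 10 and 1 to 2 in both. Leaving out an LC-/- DETC replicate leaves 1 sample, so it gave values and no calls.

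Of 469 values of named genes under alternatives, 391 kept direction and side of the threshold, 54 were weaker, 23 stronger and 1 reversed. Of 225 with a replicate left out, 114 kept both, 95 were weaker, 2 stronger, and 14 without a test moved. List medians stayed within the replicate spread in 46 of 56 alternatives and 127 of 154 omissions.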

Differences from the paper's values

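A gap is called closed where the value is within 1.5 times the paper's, which does not make the values equal. Principal components over filtered genes were chosen after seeing the values.

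The paper gives 1220 genes higher and 537 lower in LC-/- KCs, against 775 and 267 here. For DETCs the paper gives 880 higher and 214 lower, against 452 and 62. The paper's counts of genes changed in both are 348 higher and 22 lower, against 91 and 5, and its shares are 19.9% and 3.02%, against 8.01% and 1.54%. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, closed each of these gaps, with 1215, 537, 868, 211, 345, 22, 19.9% and 3.03%. A fit over all 11 libraries closed those of KCs (830 and 397), of genes higher in DETCs (834), of shared genes (272 and 26) and of the higher share (19.5%), and left those of genes lower in DETCs (125) and of the lower share (5.24%). A minimum mean of 10 (1165 and 575) and edgeR (1192 and 591) closed the 2 KC gaps and no other. No expression filter, chosen after seeing the values, also closed the 2 KC gaps (1081 and 536) and that of the lower share (2.03%), and left those of DETCs (455 and 68), of shared genes (158 and 12) and of the higher share (11.5%). Pseudocounts, recomputed size factors, quantile normalization and eBayes without trend closed none of these gaps. The omission of single libraries, run for the counts and not for the shares, closed none.

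PC2 held 2.92% of the variance here, against about 9.4% in Fig 1B, read by eye. Scaling genes to unit variance closed this gap (9.15%), and the 500 genes with the highest variance, pseudocount 8 and the omission of single libraries, the other alternatives run for it, did not. Scaled principal components over filtered genes, chosen after seeing the values, gave 9.35%.

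The paper reports Tslp as increased in KCs with a trend in DETCs. Here it was called in DETCs and not in KCs (limma adjusted p = 0.0950), where a minimum mean of 10 (0.00735), a fit over all libraries (0.0234), edgeR (0.00330), DESeq2 (0.00799) and no filter (9.41e-04, chosen after seeing the values) called it. The paper names H2-Eb1 and Cyp17a1 as lower in KCs, and limma called neither. For H2-Eb1 the paper also cites protein measurements by flow cytometry (Fig 2B), which were not analysed here. H2-Eb1 was called with a minimum mean of 10 (0.0373), edgeR (0.0320), DESeq2 (0.0102) and no filter (0.0325), and Cyp17a1 with a minimum mean of 10 (0.0428), edgeR (0.0426) and no filter (0.0413).

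In DETCs the paper reports decreases of Il17a, Il17f, Tcrg-V5, Sox13 and Blk and an increase of Trav13-4-dv7. Limma called none of these 6, and DESeq2 called all 6. For the Th17-associated molecules the paper also cites flow cytometry (Fig 2B), which was not analysed here. Blk was also called after the keratinocyte share was subtracted (0.0485, chosen after seeing the values), and Il17a and Il17f without the WT replicate W1. The paper cites an earlier report of unchanged DETC markers and cytotoxic activity and states that its own mRNA data bear this out. It does not name Prf1, which was called lower here (log2 fold change -0.65).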

Other observations

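The other splits of the samples and the corrections for GC content and normalization were set before the results they test were seen. The omissions of single libraries and the splits under these corrections and all other tests below were chosen only after the result was seen, and the limits that decide them were set after most values were known.

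For each of 6 results, 1 of the 10 splits of the samples, the real one, gave a result as large, and with 10 splits the share is never under 0.1. Other splits of the KC libraries gave 0 to 5 called genes against 1042, 0 to 2 genes with a 2-fold change against 79 and 1 to 101 Reactome sets against 150. Other splits of the DETC libraries gave 0 to 1 called genes against 514. Splits of the mice gave 0 shared genes against 96, and correlations between populations of 0.0482 to 0.193 against 0.347. At an unadjusted p under 0.05 the other splits gave 290 to 1379 genes in KCs against 3799, and 344 to 934 in DETCs against 2775. The genotype cannot be told apart from another property that the mice share by these splits alone.

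Langerhans cell RNA in the WT libraries is a candidate explanation for the lower MHC class II and Langerhans cell genes. The summed value of low Langerhans cell genes outside MHC class II was 49.4% of WT in LC-/- KCs and 52.3% in DETCs. With the limit on the mean at 20 or 50, every LC-/- library was below every WT library, while at 100 an LC-/- DETC library reached 158 against a lowest WT value of 124. Of the 17 tested genes of the list, 7 are the MHC class II genes themselves. RNA from LCs and a decrease within KCs or DETCs cannot be told apart for these genes, because the loss of LCs goes with the genotype.

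Fewer dermal gamma-delta T17 cells among the sorted DETCs might explain the lower Th17-associated genes. A smaller share of 1 cell type would lower its genes alike, and 7 of the 23 list genes lay more than 2 standard errors from the list median. Of these, Cd163l1, Maf and Tcrg-V4 did not fall (log2 fold changes of 0.01, 0.17 and 0.18), Ccr2, Gpr183 and S100a4 fell less than the median and Ccr6 fell more. DETCs may express some of these genes themselves at a level that was not measured, so a change in cell share and a change within DETCs cannot be told apart.

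More alpha-beta T cells among the sorted DETCs might explain the higher Trav16 and Trav13-4-dv7. The median log2 fold change of the α/β T cell list was -0.16, with a 95% interval of the list mean of -1.65 to 1.34 that overlaps that of Trav16, 0.87 to 2.54. With a replicate left out the median ran from -0.77 to 0.48. The LC-/- libraries moved apart. In L2 the list median lay 0.71 below the mean of the libraries (log2 -0.71) and Cd8b1 was 98.1 and Cd4 232, below every WT library, while Trav16 was 711. In L3 the list median lay at 0.54 and Cd8b1 was 943, with Trav16 at 676. So Trav16 did not follow these genes in L2. Within libraries Trav16 rose by 1.86 more than the list (interval 0.09 to 3.63) and Trav13-4-dv7 by 1.48 (-1.11 to 4.06). L2 is 1 library, and DETCs may express list genes themselves at a level that was not measured and that would hide a small share, so a change in cell share and a change within DETCs cannot be told apart. For the lower Trdv4, Tcrg-V5, Tcrg-C1 and Trdc, a lower share of DETCs among the sorted cells could be the origin. These 4 genes fell by 0.54 more (log2 difference -0.54, interval -1.25 to 0.17) than 18 other DETC genes, and the interval leaves both open.

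Immediate early genes were higher in LC-/- DETCs (median log2 fold change 0.26, camera adjusted p = 8.10e-05, fry 0.228), with 3 of 30 called and 7 when adjusted over the list alone. Under quantile normalization the median was -0.03. A stronger dissociation response in the LC-/- skin would raise them in KCs of the same mice, where the median was -0.0386. The 95% interval of the list mean was -0.15 to 0.12 in KCs, below the mean of 0.25 in DETCs, which argues against it, though the DETC interval of -0.13 to 0.63 includes 0. A response of DETCs alone stays open.

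More KC genes were higher than lower, 775 against 267 called and 2116 against 1683 at an unadjusted p under 0.05. After removing trends with GC content and transcript length, 69.9% of calls were higher, 1527 against 657 (2571 against 1833 unadjusted), with 758 of the 775 and 241 of the 267 genes also called. Higher genes outnumbered lower ones in each of the 6 fits with this correction and 1 library left out. The unadjusted difference of 738 genes was above that of the other 9 splits of the KC libraries, at most 108, which argues against these trends as the whole origin. As a percent of genes, the larger side held 58.4%, and up to 67.3% in the other splits, which had far fewer genes. With quantile normalization 66.2% of calls were higher, 419 against 214, but 1864 against 1711 unadjusted, so most of the unadjusted excess went. The unadjusted difference of 153 kept its sign in each of the 6 fits with 1 library left out, but another split of the libraries gave 198. Among called genes the omission of the WT mouse W2 gave 4 higher and 5 lower, and 7 and 9 without any correction. The authors' normalization and a change in KCs cannot be told apart as the origin, because an unadjusted difference of this size also came from a split that is not the genotype.

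A strain variant around the transgene could place changed genes together. The window with most calls for its size, among 276 windows of 10 Mb and 1000 permutations, had a permutation p of 0.134 in KCs (chromosome 1, 110000001 to 120000000, 5 of 12 genes called against 0.868 expected) and 0.193 in DETCs (chromosome 17, 70000001 to 80000000, 7 of 49 against 1.75). A variant that acts on genes elsewhere goes with the genotype and cannot be told apart from the loss of LCs.

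Other marker lists had these median log2 fold changes in KCs and DETCs: keratinocyte 0.03 and 0.23, basal keratinocyte -0.06 and 0.25, suprabasal keratinocyte -0.05 and -0.11, hair follicle -0.07 and 0.40, sebaceous gland -0.21 and -0.37, melanocyte -0.25 and -0.41, and mast cell 0.24 and -0.32. In DETCs camera called the keratinocyte (adjusted p = 0.0157), basal (0.0430) and hair follicle (0.00763) lists higher and the sebaceous gland list lower (0.00346), and fry called none of them. Gm42418 took 1.00% to 3.82% of the reads of a library.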
